# Wnt/β-catenin Signaling Pathway Regulates Specific lncRNAs That Impact Dermal Fibroblasts and Skin Fibrosis

**DOI:** 10.3389/fgene.2017.00183

**Published:** 2017-11-21

**Authors:** Nathaniel K. Mullin, Nikhil V. Mallipeddi, Emily Hamburg-Shields, Beatriz Ibarra, Ahmad M. Khalil, Radhika P. Atit

**Keywords:** gene expression, *Mmp10*, *Wincr1*, *Wincr2*, dermis, development

## Abstract

Wnt/β-catenin signaling is required for embryonic dermal fibroblast cell fate, and dysregulation of this pathway is sufficient to promote fibrosis in adult tissue. The downstream modulators of Wnt/β-catenin signaling required for controlling cell fate and dermal fibrosis remain poorly understood. The discovery of regulatory long non-coding RNAs (lncRNAs) and their pivotal roles as key modulators of gene expression downstream of signaling cascades in various contexts prompted us to investigate their roles in Wnt/β-catenin signaling. Here, we have identified lncRNAs and protein-coding RNAs that are induced by β-catenin activity in mouse dermal fibroblasts using next generation RNA-sequencing. The differentially expressed protein-coding mRNAs are enriched for extracellular matrix proteins, glycoproteins, and cell adhesion, and many are also dysregulated in human fibrotic tissues. We identified 111 lncRNAs that are differentially expressed in response to activation of Wnt/β-catenin signaling. To further characterize the role of mouse lncRNAs in this pathway, we validated two novel Wnt signaling- Induced Non-Coding RNA (Wincr) transcripts referred to as *Wincr1* and *Wincr2*. These two lncRNAs are highly expressed in mouse embryonic skin and perinatal dermal fibroblasts. Furthermore, we found that *Wincr1* expression levels in perinatal dermal fibroblasts affects the expression of key markers of fibrosis (e.g., *Col1a1* and *Mmp10*), enhances collagen contraction, and attenuates collective cell migration. Our results show that β-catenin signaling-responsive lncRNAs may modulate dermal fibroblast behavior and collagen accumulation in dermal fibrosis, providing new mechanistic insights and nodes for therapeutic intervention.

## Introduction

Wnt/β-catenin signaling has a diverse role in both embryonic mouse skin development and in human skin diseases such as pilomatricomas, dermal hypoplasia, and fibrosis (Wang et al., 2007; Lam and Gottardi, 2011; Hamburg and Atit, 2012; Lim and Nusse, 2012). β-catenin is a key transducer of the Wnt/β-catenin signaling pathway and a regulator of transcription (van Amerongen and Nusse, 2009; Schuijers et al., 2014; McCrea and Gottardi, 2016). Cell type and context-specific target gene expression provide specificity for the diverse functions of the Wnt signaling pathway (Nakamura et al., 2009; Nusse and Clevers, 2017). Elucidating the downstream modulators of the Wnt signaling pathway is critical to our understanding of how this pathway influences distinct cell types in development and disease.

Dermal fibroblasts are key contributors to hair follicle development, regional identity, skin patterning, wound healing, and skin fibrosis (Chang et al., 2002; Eames and Schneider, 2005; Rendl et al., 2005; Enzo et al., 2015). We have previously demonstrated that dermal Wnt/β-catenin activity is required for mouse embryonic dermal fibroblast identity and hair follicle initiation (Atit et al., 2006; Ohtola et al., 2008; Tran et al., 2010; Chen et al., 2012). Activation of the Wnt signaling pathway in humans is also a common feature in fibrosis of varying organs such as lung, liver, kidney, and skin (Enzo et al., 2015). We found that sustained Wnt/β-catenin activation in dermal fibroblasts is sufficient to cause dermal fibrosis in the adult mouse (Akhmetshina et al., 2012; Hamburg and Atit, 2012; Mastrogiannaki et al., 2016). Transcriptome analysis of mouse fibrotic dermis showed an increase in mRNA levels of regulatory genes, such as *Col7a1, Ccn3/Nov, Biglycan*, and *Matrix Metalloproteinase 16 (Mmp16)*, a subset of which are also up-regulated in human skin fibrosis and tumor stroma (Hamburg-Shields et al., 2015). Thus, studying the various mechanisms of β-catenin-mediated gene regulation will provide new insights into how context-specific transcriptional targets are activated and repressed in skin development and disease.

In recent years, lncRNAs have emerged as crucial intermediate facilitators for a variety of cellular pathways and gene expression networks (Rinn and Chang, 2012; Wan and Wang, 2014). Regulatory lncRNAs are defined as >200 nt-long RNA molecules readily present within both the cytosol and nucleus but lacking protein-coding capacity. Various studies have implicated lncRNAs in directly facilitating gene expression, both in *cis* and in *trans* (Khalil et al., 2009; Moran et al., 2012). Furthermore, studies have documented the existence of differentially expressed lncRNAs within specific fibrotic conditions (Huang et al., 2015; Micheletti et al., 2017; Piccoli et al., 2017; Qu et al., 2017). Recently, TGFβ-responsive lncRNAs have been shown to directly control the expression of fibrotic genes, demonstrating a role for lncRNAs in a pathway with a similar function as Wnt/β-catenin signaling (Fu et al., 2016; Wang et al., 2016). An increasing number of studies are investigating the direct role that lncRNAs play in influencing Wnt/β-catenin signaling (Fan et al., 2014; Vassallo et al., 2015; Wang et al., 2015; Ma et al., 2016).

Wnt/β-catenin signaling-induced lncRNAs that function as downstream effectors of Wnt signaling to modulate gene expression have yet to be fully characterized. Here, we expressed a stabilized version of β-catenin protein from the endogenous locus in neonatal mouse primary dermal fibroblasts to identify Wnt/β-catenin signaling-responsive mRNAs and lncRNAs. We functionally characterized one of the most differentially expressed lncRNAs, *GM12603*, referred to as *Wincr1* in the context of fibrotic gene expression and fibroblast behavior. Our results show that *Wincr1* has gene-regulatory and functional roles in key behaviors of dermal fibroblasts such as collective cell migration and collagen contraction.

## Materials and Methods

### Animals and Ethics

*Ctnnb1*^Δ^*^ex3^*^/+^ (Harada et al., 1999), *Engrailed1Cre (En1Cre)* (Kimmel et al., 2000), *Gt(ROSA)26Sor^tm1(rtTA,EGFP)Nagy^ (R26rtTA)* Jax labs stock: 005670 (Belteki et al., 2005), *Teto-deltaN89* β*-catenin* (Mukherjee et al., 2010) were maintained on mixed genetic background (CD1, C57Bl6) and genotyped as previously described. Triple transgenic *Engrailed1Cre/*+; *Rosa26rtTA/+; Teto-deltaN89* β*-catenin/*+ experimental mice were generated. For each experiment, a minimum of three mutants with litter-matched controls were studied except where otherwise noted. Animals of both sexes were randomly assigned to all studies. Case Western Reserve Institutional Animal Care and Use Committee approved all animal procedures in accordance with AVMA guidelines (Protocol 2013-0156, approved 21 November 2014, Animal Welfare Assurance No. A3145-01).

### Collection and Culture of Primary Dermal Fibroblasts

Whole ventral skin from *Ctnnb1*^Δex3/+^ mice was dissected from the trunk of postnatal days 4–7 (P4-7) mice and minced (Harada et al., 1999). Skin was incubated in Dulbecco’s Modified Eagle’s Medium: Nutrient Mixture F-12 (DMEM/F12) (Thermo Fisher Cat. No. 11320) and 50 mg/mL Liberase DL (Roche Cat. No. 5401160001) at 37°C under constant rotation for 1 h. Dermis was dissociated by vigorous pipetting and passing through an 18 gauge needle (BD Cat. No. 305196). Cells from each animal were cultured individually in complete growth media (DMEM (Thermo Fisher Cat. No. 11995065) + 10% Fetal Bovine Serum (FBS) (Thermo Fisher Cat. No. 10082147) + 1% Penicillin/Streptomycin (Invitrogen Cat. No. 15140122) + 1% Antibiotic-Antimycotic) (Invitrogen Cat. No. 14240062) in 5% CO_2_ except where otherwise noted. After 90 min, media was removed and replaced with fresh culture media. After two passages, Adenovirus was administered in basal DMEM (no FBS). Dermal fibroblasts were infected with Adenovirus-Cre (366-500 MOI) or Adenovirus-GFP (366 MOI) (Adenovirus purchased from University of Iowa). After 48 h, recombination of *Ctnnb1* Exon 3 was confirmed with site specific PCR under standard conditions. Primers *Neo PMR* (5′ AGACTGCCTTGGGAAAAGCG 3′) and *Cat-AS5* (5′ ACGTGTGGCAAGTTCCGCGTCATCC 3′) were used to identify the targeted allele with a ∼500 bp amplicon and *GF2* (5′GGTAGGTGAAGCTCAGCGCAGAGC 3′) and *Cat-AS5* identified the recombined allele with an expected amplicon of ∼700 bp (Harada et al., 1999).

For *in vivo* induction of stabilized β-catenin expression in *Engrailed1Cre/*+; *Rosa26rtTA/*+; *Teto-deltaN89*β*-catenin/*+ mice, pregnant dams were given 80 μg of doxycycline (Sigma Cat. No. D9891) per gram of body weight by intraperitoneal injection at embryonic day 12.5 (E12.5) and embryonic cranial and dorsal dermal skin were harvested at E13.5. *In vitro* stabilized β-catenin expression was induced by treating *Engrailed1Cre/*+; *Rosa26rtTA/*+; *Teto-deltaN89*β*-catenin/*+ P4 ventral dermal fibroblasts cells with 2 μg/mL doxycycline in complete growth media for 4 days. For induction-reversal experiments, duplicate cultures were then switched to complete growth media without doxycycline for 48 h prior to RNA isolation.

### Whole-Genome RNA Sequencing

Total RNA was extracted from embryonic tissues *in vivo* and dermal fibroblasts *in vitro* using TRIzol reagent (Thermo Fisher Cat. No. 15596026). RNA was isolated using the RNeasy MinElute kit (Qiagen Cat. No. 74204) with DNAse1 (Qiagen Cat. No. 79254) treatment, following the manufacturer’s protocol. RNA concentration and quality were measured using the NanoDrop 8000 UV-Vis Spectrophotometer.

Libraries were prepared by the CWRU Genomics Sequencing Core, using the True-Seq Stranded Kit (Illumina). Paired-end sequencing was carried out on the Illumina HiSeq 2500 platform. Resulting 100 bp reads were mapped to the mm10 mouse genome release using TopHat and Cufflinks. Mapped raw reads were counted, normalized to total mapped reads, and used for differential gene expression (Cuffdiff and Seqmonk standard settings). Differential expression was defined as an absolute fold change greater than 2, and Benjamini–Hochberg adjusted *P*-value less than 0.05. Normalized mapped reads are available on Gene Expression Omnibus (GSE103870) using the private token from the editor.

### Quantitative PCR and Primers

Total RNA was extracted from P4 ventral dermal fibroblasts between passage 3–6 as mentioned above. cDNA was generated using the Invitrogen High Capacity RNA-to-cDNA Reverse Transcription Kit (Thermo Fisher Cat. No. 4374966). Relative mRNA quantities of select genes were determined using the Applied Biosystems StepOnePlus Real-Time PCR System (Life Technologies Cat. No. 4376600) and the Δ*C*t or ΔΔ*C*t method where applicable (Livak and Schmittgen, 2001; Schmittgen and Livak, 2008). In all plots, sample and control RQs were normalized to the mean RQ of the control group. *Axin2* quantity was measured relative to the reference gene *ActB* using Taqman probes from Thermo Fisher (Mm00443610_m1 and Mm02619580_g1, respectively) or *HPRT* (mm1545399_m1). *Wincr1* isoform1 (F: TGATCCCACTGAAAATGCTG, R:GGTGATTTGACCTGCCATCT) and *Wincr2* (F:GGCCTGGATAGAGGTCTCC, R:TAGTTCTCTCCATCGGTTTCC) quantities were measured relative to reference gene *RPL32* (F:TTAAGCGAAACTGGCGGAAAC, R:TTGTTGCTCCCATAACCGATG) using custom-designed primers (Invitrogen) and SyBr Green reagents(Invitrogen Cat. No. 4367659). *Mmp10 and Col1a1* quantities (Mm01168399_m1 and Mm00801666_g1, respectively) were measured relative to reference gene *ActB* expression, using TaqMan Gene Expression Master Mix (Thermo Fisher Cat. No. 4369016). Non-coding gene primers were designed using Primer3Plus^1^. Primer sequences for *RPL32* and *Mmp10* were acquired through the MGH Primer Bank Site^2^. Primer sequences for *Col1a1* were identified previously (He et al., 2005).

Statistics were performed using GraphPad Prism 7. For experiments in which cells from the same animal were used in control and experimental conditions, a paired *t*-test was used. In all other instances, an unpaired *t*-test was used. Significance for all purposes was defined as ^∗^*P*-value ≤ 0.05, ^∗∗^*P*-value ≤ 0.01, ^∗∗∗^*P*-value ≤ 0.001, ^∗∗∗∗^*P*-value ≤ 0.0001. Paired samples are shown as dots connected by a line where applicable. Expression across different tissues are shown as mRNA levels relative to reference gene (2^-ΔCt^). In all other plots, individual relative quantities (2^-ΔΔCt^) are shown along with mean and standard error of the mean.

### Bioinformatic Analysis

Heatmaps were generated using all mRNA or lncRNA genes considered significantly differentially expressed [abs(fold change) > 2, adjusted *P*-value < 0.05] between GOF and control samples. Color was assigned to each sample on a basis of *Z*-score of fragments per kilobase mapped (FPKM) compared to other samples’ FPKM of the same gene (row *Z*-score). Heatmaps were clustered hierarchically based on the aggregate differential gene expression profiles using the DESeq2 package in R.

DAVID Functional Annotation Clustering^3^ was performed on all differentially expressed protein-coding genes [abs(fold change) > 2, adjusted *P*-value < 0.05]. Gene lists were entered as Gene Symbols. All settings were default. The top five ranked clusters are shown, with clusters enriched among up-regulated genes shown as positive and clusters enriched among down-regulated genes shown as negative.

Overrepresentation of predicted transcription factor binding sites was determined using oPOSSUM 3.0 Single Site Analysis (SSA)^4^ (Ho Sui et al., 2007; Kwon et al., 2012). Gene lists were loaded into the browser-based software by gene symbol, and putative transcription factor binding sites (TFBS) were scored based on their overrepresentation in the areas surrounding the transcription start site (TSS) of such genes, as compared to prevalence in the rest of the genome. All 29,347 genes in the oPOSSUM database were used as background. For analysis of TFBS enrichment around lncRNAs, custom FASTA files were generated for the promoter sequence of each gene. Proximity to TSS was defined as ±5 kb for all analysis. All JASPAR PBM profiles were queried. Each TFBS was assigned a *Z*-score and a Fisher score for overrepresentation. TFBS were then plotted according to these scores using GraphPad Prism 7. Thresholds were determined as follows: *Z*-score *- Mean* + *(2 × Standard Deviation)*, Fisher score -*Mean* + *Standard Deviation* as previously described (Kwon et al., 2012).

Gene Set Enrichment Analysis (GSEA) was used to identify known gene expression signatures similar to the differential expression of genes in GOF dermal fibroblasts (Mootha et al., 2003; Subramanian et al., 2005). GSEA was run as a Java Applet. MSigDB C2 Curated Gene Sets were queried. Gene sets smaller than 15 genes and larger than 500 genes were excluded from the analysis and 1000 *gene_set* permutations were used. All other settings remained default.

The human matrisome gene list was accessed through the MIT Matrisome Project at MatrisomeDB^5^. The intersection of this list with others was performed in Microsoft Excel.

Coexpression networks were constructed using Cytoscape version 3.4.0 (Shannon et al., 2003). Candidate genes were selected on the basis of significant differential upregulation (adjusted *P*-value < 0.05 and fold change > 2) and inclusion in the Matrisome gene list (see above). An FPKM table was constructed in Microsoft Excel consisting of these candidate genes as well as *Axin2, Wincr1*, and *Wincr2*. This table was loaded into Cytoscape as an unassigned table. The plugin “Expression Correlation” was used (with a Low Cutoff of -1 and a High Cutoff of 0.6) to generate a correlation network. The built-in tool “Network Analyzer” was used to further analyze the network for node degree. A custom style was created to visualize the network, in which edge color correlates with strength of correlation (red:high CC). Node size correlated with number of first neighbors (degree).

### Human Fibrotic Disease Study Expression Analysis

Microarray data from nine human studies of various fibrotic conditions were analyzed using Gene Expression Omnibus (GEO). Data were analyzed using the GEO2R tool. Genes with average fold change > 1.5 and adjusted *P*-value < 0.05 were considered significantly differentially expressed.

### *In Vitro* Lentivirus Overexpression and Gapmer Knockdown of *Wincr1*

Full-length isoform 1 of *Wincr1* was assembled from synthetic oligonucleotides and PCR products and subcloned into pMA-T (Life Technologies, Ref. No. 1725930). *Wincr1* lentivirus was generated by subcloning *Wincr1* from pMA-T into the Nco1-EcoRV region of pENTR4 (Thermo Fisher Cat. No. A10465) vector and then swapping it into the pGK destination vector (Addgene Cat. No. 19068). Lentivirus was generated in 293T (f-variant) cells (ATCC Cat. No. 3216) by simultaneously transfecting pGK Destination Vector containing *Wincr1* (4.5 μg), PMD2G helper plasmid (1.6 μg) (Addgene Cat. No. 12259), and pCMV-dR874 plasmid (3.2 μg), using Lipofectamine 3000 reagent (18 μL) (Invitrogen Cat. No. L30000015) in 1.5 mL Opti-MEM (Thermo Fisher Cat. No. 31985062) media in a 6 cm dish. Cells were selected in Puromycin (2 μg/mL) (Sigma Cat. No. P8833). Virus was collected from 293T conditioned cell media at 24 and 52 h after transfection, clarified with 45 μm pore filter (PES membrane, Thermo Fisher Cat. No. 7252545) and frozen. Lentivirus conditioned media was titered on 293T cells at 3.25–50% dilutions. After 3 days, infected cells were selected by treatment with Puromycin (2 μg/mL) for 3 days. Stable expressing P4 mouse ventral dermal fibroblast cells lines were propagated for further experiments. *Wincr1* overexpression was confirmed by qRT-PCR as described.

*Wincr1* knockdown was achieved with custom LNA-GapmeRs designed and synthesized by Exiqon^6^. Sequences targeting *Wincr1* (GACTAGGATGATAGAT) and a negative (scrambled) control (AACACGTCTATACGC) were acquired. LNA GapmeRs were reconstituted to 50 μM in tissue culture-grade water as per manufacturer’s instruction. Transfection was carried out using Lipofectamine 3000 Reagent in Opti-MEM. Dermal fibroblasts were seeded in a 12-well cell culture treated plate and transfected in 500 μL of Opti-MEM containing 2 μL Lipofectamine 3000 and a final LNA GapmeR concentration of 50 nM. Active transfection was carried out for 6 h, at which time the Lipofectamine 3000 containing media was replaced with complete growth media. Additional LNA GapmeRs were added for a final concentration of 100 nM. After 48 h of unassisted transfection, cells were harvested and RNA was extracted and analyzed for gene expression changes as described above. The knockdown of *Wincr1* expression was confirmed by qRT-PCR.

### Proliferation, Migration, and Contraction Functional Assays

To measure cell proliferation, a standard growth curve assay was performed on P4 ventral dermal fibroblasts between passage 4–6 as described above. 30,000 cells were plated in duplicate into a 12 well plate, with cell number being assessed using Trypan blue (Invitrogen/Gibco Cat. No. 1520061) exclusion on the Cell Countess (Invitrogen Cat. No. C10281). Collective cell migration was assessed using a qualitative scratch assay (Liang et al., 2007). Briefly, a 200 μL pipet tip was used to scratch the monolayer and create a 400 μm gap. Images of cells were taken at time (T) 0, 15, and 22 h. Images were taken on Leica S6D microscope with MC120 HD camera with Leica software. Cell contraction was assessed using the Cell Contraction Assay Kit (Cell Biolabs Inc., CBA-201), following manufacturer instruction. Images of cells were taken with Olympus IX71 microscope with Olympus BX60 camera using Olympus DP controller software. All images were analyzed in Image J software (Schneider et al., 2012).

## Results

### Global RNA Expression Is Altered after β-catenin Stabilization in Dermal Fibroblasts

To identify coding and non-coding RNAs downstream of Wnt/β-catenin signaling, we infected neonatal dermal fibroblasts carrying *Ctnnb1*^Δ^*^ex3^*^/+^ with Adenovirus Cre (Ad-Cre) (**Figure 1A**). Recombination of Exon 3 of *Ctnnb1* produces a stabilized form of β-catenin protein, referred to as Gain of Function (GOF), which lacks the phosphorylation site for degradation and constitutively activates the canonical Wnt signaling pathway. Using site-specific primers, we confirm the consistent and effective Ad-Cre-mediated excision of *Ctnnb1* Exon 3 by 48 h post-infection, compared to fibroblasts carrying the same transgene and transduced with Adenovirus GFP (**Figure 1B**) (Harada et al., 1999). *Axin2*, a well-established direct target of β-catenin (Jho et al., 2002), was up-regulated by 40 to 70-fold in cells at 72 h post-infection across all GOF samples (**Figure 1C**) further demonstrating successful excision of *Ctnnb1* Exon 3 and activation of the pathway.

**FIGURE 1:**
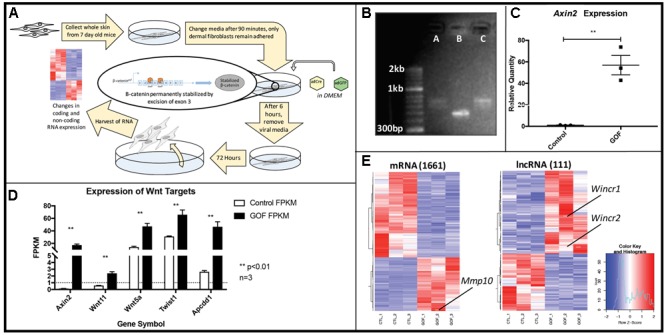
*In vitro* genetic recombination of β*-catenin* (*Ctnnb1*^Δ^*^ex3^)* in dermal fibroblasts results in a strong Wnt signaling expression signature as well as global expression changes in coding and non-coding genes. **(A)** Schematic of the workflow **(B)** *Ctnnb1*^Δ^*^ex3^* recombination by Adenovirus-Cre (AdCre) infection was confirmed by *Ctnnb1* exon3 site-specific PCR in lanes A and C, compared to the control lane B, infected with Adenovirus-GFP. **(C)** Relative mRNA quantity of *Axin2*, a direct β-catenin target is significantly higher in β-catenin stabilized gain of function dermal fibroblasts (GOF) (*P*-value = 0.0035, *n* = 3). **(D)** Known β-catenin targets are higher in GOF dermal fibroblasts by RNAseq (*n* = 3). **(E)** Heat map showing hierarchical clustering (based on entities and samples) of all differentially expressed mRNAs (1661) and lncRNAs (111) (*P*-value < 0.05, fold change > 2) in response to β-catenin stabilization.

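RNA-seq, in which RNA is copied into cDNA and sequenced so that the fragments from each gene can be counted, was performed on 3 control and 3 GOF libraries of dermal fibroblasts. In the paper, control cultures received Adenovirus-GFP and GOF cultures Adenovirus-Cre, so the groups differ in the virus as well as in β-catenin. The sample labels name 4 animals, of which 2 gave a culture to both groups. Control replicate 0 and GOF replicate 2 came from one animal, and Control replicate 2 and GOF replicate 0 from another. The labels also name Adenovirus-GFP for the controls and Adenovirus-Cre for the GOF cultures in their source and genotype, although their treatment protocol gives Adenovirus-Cre at 366 to 500 MOI for every culture. They give a wild-type genotype for the controls, whereas the paper describes the same transgene in the controls, with Adenovirus-GFP at 366 MOI. The labels give postnatal day 4, where the paper's methods give a range of ages and its workflow drawing another age. The harvest at 72 h is the paper's, although it also gives a shorter time. Reads were mapped by the authors to mm10 with TopHat, and Cuffdiff estimated fragments and FPKM per gene and library in one table of all genes and another of lncRNAs. The control libraries held 35980831, 40361472 and 40157312 fragments in the all-gene table, and the GOF libraries 41611397, 38927345 and 42834467. The lncRNA table held 1022957 to 1398572 fragments per control library (median 1371522) and 1122265 to 1726901 per GOF library (median 1123071). Malat1 alone took between 12.4% and 41.3% of them. The FPKM scales were compared over 344 lncRNAs whose fragments agreed within 1% between the tables and averaged at least 50. The median ratio of FPKM in the lncRNA table to that in the all-gene table was 28.2 to 42.3, depending on the library. FPKM values are therefore compared only within a table. Fragments were rounded to whole numbers and tested with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment, separately for each table. After a filter on low counts, 15462 of 41126 genes were tested in the all-gene table and 1389 of 5385 in the lncRNA table. In the all-gene table, 32 genes whose estimate failed in at least 1 library were left out, and Cuffdiff marked 23 of them as having too many fragments. Ctnnb1, the gene targeted by Cre, lies on chromosome 9 from 120929216 to 120960507. Its FPKM over the whole gene was 267 ± 16.3 (SD, n = 3) in control and 263 ± 28.8 (SD, n = 3) in GOF libraries, a log2 fold change of -0.05 (standard error 0.15, adjusted p = 0.844 from edgeR). Values per exon were not analysed here, so the excision of the exon was not read from these data.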

Next, we isolated total RNA and performed expression profiling on control and GOF neonatal dermal fibroblasts (*n* = 3) by whole-genome RNA-sequencing at 72 h post Ad-Cre infection (deposited in GEO, GSE103870). We quantified gene expression using FPKM (see Materials and Methods) and further verified GOF status by examining FPKM values of several well-known Wnt/β-catenin signaling targets in dermal fibroblasts *in vivo*, such as *Wnt5a, Wnt11, Apcdd1*, and *Twist2* (Budnick et al., 2016). 

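Axin2, on chromosome 11 from 108920349 to 108950783, rose from 0.152 ± 0.0218 FPKM (SD, n = 3) in control to 17.5 ± 2.66 FPKM (SD, n = 3) in GOF samples. Its log2 fold change was 6.98 (standard error 0.26, adjusted p = 4.95e-05 from edgeR) and stayed between 6.79 and 7.17 with each library left out in turn. The alternative that moved it most was limma on log2(FPKM + 1), where it was 3.99, on a scale that understates changes from a low level. Apcdd1 rose from 2.63 ± 0.321 to 46.6 ± 13.9 FPKM (SD, n = 3 each), a log2 fold change of 4.12. The log2 fold changes of Wnt11 and Wnt5a were 2.22 and 1.65. That of Twist1 was 1.04 (standard error 0.14), and it was under 1 in the fits with library totals (0.996), with upper-quartile normalization (0.985), with the animal as a replicate block (0.96) and without GOF replicate 1 (0.92). The adjusted p-values of these 4 genes were at most 0.00252 (edgeR). Each of the 5 genes had a higher FPKM in every GOF library than in any control library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 libraries allow). Twist2 averaged 47.5 ± 1.71 FPKM in control and 77.1 ± 30.9 FPKM in GOF samples (SD, n = 3 each). Its log2 fold change of 0.64 (standard error 0.25, adjusted p = 0.116 from edgeR) did not pass the threshold. GOF replicates 0 and 1 were at 88.1 and 101 FPKM and replicate 2 at 42.2 FPKM, below the lowest control. Without GOF replicate 2 the log2 fold change of Twist2 was 0.91 (adjusted p = 0.00376 from edgeR, against 0.0629 to 0.306 in its other alternatives).

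**Figure D1:**
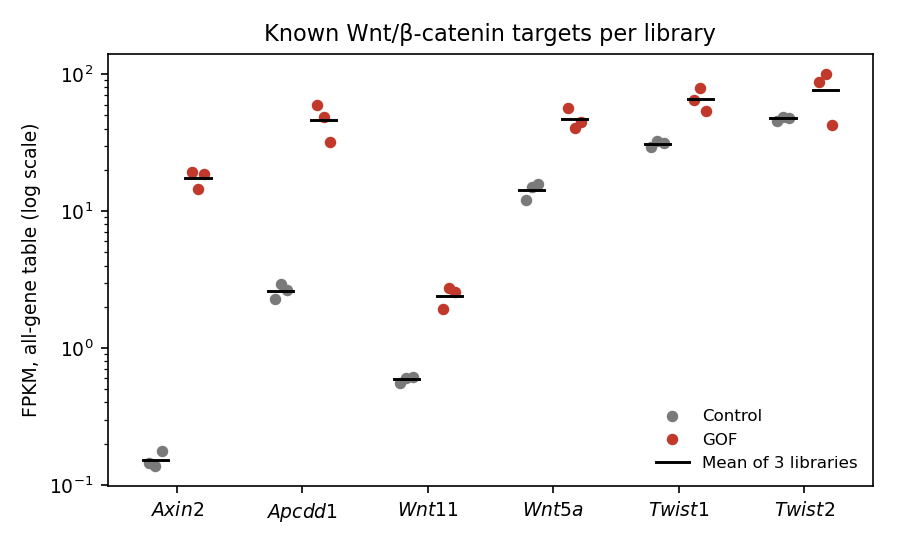
FPKM of 6 Wnt/β-catenin targets in each library, on a log scale. Grey points are the 3 control libraries, red points the 3 GOF libraries and black lines the group means. The groups are separate for the genes shown except Twist2, whose GOF replicate 2 sits at 42.2 FPKM.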

All target gene expression levels were significantly higher across all three GOF samples, serving as quality control for the sample preparation and sequencing (**Figure 1D**). 

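Pearson correlations between libraries were computed across genes with FPKM over 1 in at least 1 library. Genes are not independent replicates, so no test was made. Across 13256 genes of the all-gene table, r was 0.815 to 0.947 within groups and 0.601 to 0.953 between them. When the libraries were divided into 2 clusters on FPKM, the clusters were not the control and GOF groups. Across 3062 genes of the lncRNA table, the mean r was 0.881 within and 0.894 between groups, and the clusters again were not the groups. Correlations on FPKM give most weight to the genes with the highest values. In the all-gene table these were the small RNA Rpph1 with 3.31% and Rmrp with 2.86% of all FPKM, and in the lncRNA table Gm26825 with 9.34% and Malat1 with 8.94%, named after their values were seen. On log2(FPKM + 1), r was 0.960 to 0.977 within and 0.922 to 0.939 between groups in the all-gene table. In the lncRNA table it was 0.918 to 0.943 within and 0.889 to 0.910 between groups. On this scale, and with Spearman correlation, the 2 clusters were the control and GOF groups in both tables. Requiring FPKM over 1 in all libraries left the clusters on FPKM different from the groups. With the 11726 protein-coding genes only, an alternative added after the data were seen, the clusters on FPKM were the groups in the all-gene table, with r of 0.956 to 0.996 within and 0.892 to 0.944 between them.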

Within expressed mRNAs and lncRNAs (FPKM > 1), GOF samples independently clustered together via Pearson correlation against the controls (**Supplementary Figure S1**). In total, we identified 1,661 mRNAs and 111 lncRNAs that were differentially expressed across all GOF samples (fold change > 2, adjusted *P*-value < 0.05) (**Figure 1E**). These findings demonstrate that Wnt signaling differentially regulates lncRNAs as well as mRNAs in dermal fibroblasts.

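At a fold change over 2 and an adjusted p under 0.05, edgeR called 1906 genes of the all-gene table, 1034 higher and 872 lower in GOF samples. Of these, 1754 were annotated as protein-coding, 954 higher and 800 lower. In the lncRNA table 130 genes were called, 66 higher and 64 lower, although 2 of the called genes are protein-coding in the annotation used here. This balance changed with the processing, to 120 higher and 71 lower with a minimum FPKM of 1 in 3 libraries, to 139 and 95 without a filter on low counts, and to 88 and 44 with the fragments that the same genes have in the all-gene table, an alternative added after the data were seen. The alternative that moved the first count most was a test against a fold change of 2, which called 618 genes. The count of lncRNAs ran from 39 with limma on log2(FPKM + 0.1) to 234 without a filter on low counts. In the all-gene table the FPKM of the groups did not overlap for 39.5% of the tested genes, where chance gives 10%, and for 1875 of the called genes. In the lncRNA table the share was 26.0%, and 123 of the called genes had no overlap. The largest fitted rise among genes with a mean FPKM of at least 1 in a group was that of Cadps, on chromosome 14 from 12372563 to 12823079. It rose from 0.0209 ± 0.00504 to 24.2 ± 4.73 FPKM (SD, n = 3 each), a log2 fold change of 10.13 (standard error 0.30, adjusted p = 2.26e-05 from edgeR). Bex1 had a log2 fold change of 9.02. Qrfpr, Stra6 and Calca had at most 3 fragments in every control library, and were at least 28.5-fold, 32.6-fold and 26.1-fold higher in GOF samples. Among the largest falls were Scg2 with a log2 fold change of -7.21, Eln with -6.27 and Abca8a with -5.88. Reg1 was at least 17.1-fold lower in GOF samples, and the small RNA gene Gm27517 at least 6.56-fold lower. Ccn3, which the paper writes as Ccn3/Nov, had a log2 fold change of -4.01. Of the lncRNAs, Gm29502 and Gm26551 were at least 5.29-fold and 3.21-fold higher, and Gm43154 had a log2 fold change of 4.65. Gm26551 overlaps coding genes, Tcf7 among them, so its fragments are uncertain. C4a fell by 3.88 on the log2 scale. It had 33.3 times the fragments it had in the all-gene table, where it fell by 1.13, and its near-identical coding copy C4b fell by 4.19, so its value is uncertain. Unc45bos was at least 4.37-fold lower, and 6330403K07Rik, which the annotation calls protein-coding, fell by 3.35 on the log2 scale. With limma on log2(FPKM + 0.1), 5 of these 6 lncRNAs lost significance, C4a being the exception. Unc45bos also lost it without GOF replicate 0 (adjusted p = 0.0661) and without GOF replicate 2 (adjusted p = 0.0562 from edgeR), and its alternatives ranged from 1.68e-05 to 0.101. From the changes in both kinds of RNA, the paper concludes that Wnt signaling regulates lncRNAs as well as mRNAs in dermal fibroblasts.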

### Stabilization of β-catenin Leads to Dysregulation of Matrisome Genes Relevant to Human Fibrosis

We performed Gene Ontology (GO) Analysis for all differentially expressed mRNAs. These analyses identified key functional groups affected by Wnt/β-catenin signaling in dermal fibroblasts. Through DAVID, the differentially expressed mRNAs were grouped by functional clusters, with positive enrichment scores indicating functional clusters comprised of up-regulated genes and negative scores indicating clusters of down-regulated genes (**Figure 2A**). The highest scoring functional clusters enriched in up-regulated genes included Glycoprotein, Membrane, Cell junction, and Wnt signaling (fold change > 2, adjusted *P*-value < 0.05). 

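DAVID's clusters were not rebuilt here. In their place, fixed lists were tested with camera on the edgeR model, with its preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 13 lists with at least 5 tested genes. Of 23 tested genes of the Wnt family (Wnt ligands, Fzd and Sfrp genes), 11 were higher and 5 lower in GOF samples, with a median log2 fold change of 1.01 (camera, adjusted p = 0.0165). The median was 1.52 without Control replicate 1, and 0.77 over the 20 genes with an FPKM of at least 1 in 3 libraries. It was 0.68 with the animal as a replicate block and 0.66 with limma on log2(FPKM + 1). At an adjusted p under 0.05 there were 16 genes over all genes tested and 19 adjusted over the list alone. Wnt2 and Wnt2b were higher, with log2 fold changes of 3.17 and 3.04, and Fzd4 lower with -2.93 (adjusted p at most 7.48e-04, edgeR). Among 17 tested Wnt pathway feedback genes, 14 were higher and none lower, nor was any lower at an unadjusted p under 0.05 (count 0). Their median log2 fold change was 2.76, or 2.54 with genes near 0 in control at their lower bound (camera, adjusted p = 2.99e-20), and 15 passed when adjusted over the list alone. Over the 10 feedback genes with an FPKM of at least 1 in 3 libraries the median was 1.58. Nkd2 was the most significant, rising from 3.61 ± 0.991 to 88.0 ± 4.81 FPKM (SD, n = 3 each), ahead of Nkd1 and Tcf7 with log2 fold changes of 2.54 and 4.61. Both lists also passed with fry, another set test (adjusted p = 0.0446 and 6.19e-04). With the correlation between genes estimated from these 6 libraries, the feedback genes passed (adjusted p = 0.0207) and the Wnt family did not (adjusted p = 0.500).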

Functions including Extracellular Matrix and Secreted/Glycoprotein were also highly enriched among those genes that were down-regulated in GOF dermal fibroblasts (fold change, <0.5-adjusted *P*-value < 0.05).

**FIGURE 2:**
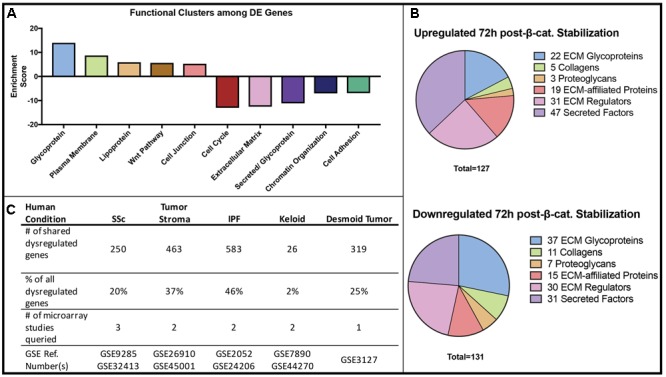
Gene Ontology and disease comparison analysis of all β-catenin responsive genes. **(A)** The functional annotation (DAVID) of differentially expressed (DE) genes in β-catenin stabilized GOF. **(B)** A defined matrisome gene dataset (Naba et al., 2012) overlapped with differentially expressed genes in GOF yielded 127 up-regulated and 131 down-regulated matrisome genes consisting of ECM glycoproteins, secreted factors and ECM-regulators. **(C)** Differentially expressed genes in GOF dataset are also dysregulated in a variety of human fibrotic conditions.

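Cell cycle and chromatin genes were examined through a fixed list of cell cycle genes and through the histone genes. Of 95 tested cell cycle genes, none was called higher, with 2 higher at an unadjusted p under 0.05, and 39 were called lower in GOF samples. Their median log2 fold change was -0.77 (camera, adjusted p = 3.06e-17). At an adjusted p under 0.05 there were 57 of them over all genes tested and 71 adjusted over the list alone. Mki67, a marker of dividing cells, fell from 6.15 ± 0.823 to 1.98 ± 0.0570 FPKM (SD, n = 3 each), and Ncapd2 and Uhrf1 had log2 fold changes of -1.34 and -1.63. With limma on log2(FPKM + 1), 17 cell cycle genes were called lower. In a test against a fold change of 2 there were 2, and with library totals 41. Of 53 tested histone genes, none was called higher, with 1 higher at an unadjusted p under 0.05, and 42 were called lower, against 44 at an adjusted p under 0.05 when adjusted over the list alone. Their median log2 fold change was -2.46 (camera, adjusted p = 3.32e-16). Hist1h1e fell from 103 ± 31.5 to 23.8 ± 3.90 FPKM (SD, n = 3 each), and Hist2h4 and Hist1h1b were also among the 3 most significant. Histone genes are near-identical copies, so fragments may have been divided between them. Without GOF replicate 0 the count of lower histone genes was 13 and without GOF replicate 1 it was 23, with medians of -2.31 and -2.31. The count was 8 in a test against a fold change of 2 and 43 with library totals. With 1 library left out, the histone median ran from -2.78, without GOF replicate 2, to -1.81, without Control replicate 0. The cell cycle median ran from -0.90, without Control replicate 2, to -0.63, without Control replicate 0. With fry the cell cycle list passed (adjusted p = 0.0402) and the histone list did not (adjusted p = 0.0766). Neither passed with the estimated correlation (adjusted p = 0.500 and 0.500).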

Since DAVID functional clustering analysis highlighted a strong overrepresentation of ECM genes, we used an existing gene set consisting of matrix encoding and related genes or “matrisome” (Naba et al., 2012), to further annotate the categories of ECM-associated genes. We identified 127 significantly up-regulated and 131 significantly down-regulated matrisome genes in GOF samples compared to controls. Of all significantly dysregulated genes in GOF samples, 9.1% were included in the matrisome gene list. Both up-regulated and down-regulated gene sets revealed expression changes in ECM Glycoproteins, Secreted factors, and ECM-regulators (**Figure 2B**). 

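The Mmp genes, which encode enzymes that cleave matrix proteins, stand here for the ECM regulators, since the matrisome list itself was not used. Of 16 tested Mmp genes, 3 were called higher and none lower in GOF samples, with 3 lower at an unadjusted p under 0.05. At an adjusted p under 0.05 there were 4, both over all genes and adjusted over the list alone. Mmp3 rose from 5.58 ± 2.89 to 91.6 ± 89.1 FPKM (SD, n = 3 each), a log2 fold change of 4.08 (standard error 0.86, adjusted p = 0.0145 from edgeR). Its GOF libraries lay at 60.8, 192 and 22.0 FPKM, and without GOF replicate 1 the log2 fold change was 2.88. Mmp15 had a log2 fold change of 1.86 (adjusted p = 0.0419 from edgeR). It lost significance without any one of the control libraries, without GOF replicate 0 and without GOF replicate 2, with adjusted p-values of 0.0536 to 0.123 in these fits. Mmp13 and Mmp16 were not called (adjusted p = 0.163 and 0.231 from edgeR). The list's median log2 fold change was 0.23 (camera, adjusted p = 0.494). The median was 0.54 without Control replicate 1, 0.09 without GOF replicate 0 and -0.01 without GOF replicate 1. It was -0.13 over the 12 genes with an FPKM of at least 1 in 3 libraries. With the animal as a replicate block, which leaves 1 residual degree of freedom, the list passed (camera, adjusted p = 0.0267). In that fit 3 Mmp genes were called higher and 1 lower. Without Control replicate 0, 2 of 18 were called higher and 1 lower. With a correlation between cultures of one animal, an alternative added after the data were seen, 3 were called higher and 1 lower.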

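Collagens and proteoglycans were taken from fixed lists. Of 33 tested collagen genes, 1 was called higher and 9 lower in GOF samples, with a median log2 fold change of -0.37 (camera, adjusted p = 0.0248). At an adjusted p under 0.05 there were 12 over all genes tested and 15 adjusted over the list alone. Col8a2 fell from 3.77 ± 0.658 to 0.205 ± 0.0377 FPKM and Col16a1 from 54.0 ± 7.49 to 24.7 ± 2.89 FPKM (SD, n = 3 each). Col25a1 was the gene called higher, at 0.603 ± 0.187 FPKM (SD, n = 3) in GOF samples. Col7a1 was not called (log2 fold change 0.97, adjusted p = 0.0644 from edgeR), although it passed both thresholds with the animal as a replicate block (log2 fold change 1.32, adjusted p = 0.00456) and with limma on log2(FPKM + 0.1) (log2 fold change 1.01, adjusted p = 0.0365). It passed the adjusted p alone with DESeq2 (0.0121), without a filter on low counts (0.0353) and with limma on log2(FPKM + 1) (0.0371). Its largest adjusted p among the alternatives was 0.178. The number of called collagens was 6 without GOF replicate 0, 6 without GOF replicate 1 and 15 without GOF replicate 2. The median was -0.17 without Control replicate 1 and -0.70 over the 20 collagens with an FPKM of at least 1 in 3 libraries. The collagen list did not pass with fry (adjusted p = 0.0956), with the estimated correlation (adjusted p = 0.514) or with the animal block (camera, adjusted p = 0.249). A further 3 collagens were not tested because Cuffdiff marked them as having too many fragments in 1 group and listed them there at 0. Col3a1 and Col5a2 are listed at 0 in the 3 control libraries and Col12a1 in the 3 GOF libraries. With those entries kept at 0, an alternative added after the data were seen, 3 collagens were called higher and 10 lower. Of 25 tested proteoglycan genes, 3 were called higher and 7 lower, with a median log2 fold change of -0.11 (camera, adjusted p = 0.0112), and 13 passed when adjusted over the list alone against 12 over all genes. With 1 library left out the median was -0.45, -0.06 and -0.07 without Control replicates 0, 1 and 2, and -0.19, -0.41 and -0.35 without GOF replicates 0, 1 and 2. Over the 13 genes with an FPKM of at least 1 in 3 libraries, none was called higher and 6 lower, with a median of -0.99, or -1.34 with limma on log2(FPKM + 0.1). Aspn fell from 371 ± 89.2 to 32.7 ± 6.90 FPKM (SD, n = 3 each) and Ogn had a log2 fold change of -3.02, while Esm1 rose with 3.28. Bgn had a log2 fold change of -0.83 (adjusted p = 0.0311 from edgeR), under a fold change of 2, and lost significance without any one library except Control replicate 0, without which it passed both thresholds (log2 fold change -1.04, adjusted p = 0.00401 from edgeR). The proteoglycan list passed with fry (adjusted p = 0.00806) and not with the estimated correlation (adjusted p = 0.232). Without Control replicate 1 or Control replicate 2, 6 proteoglycans were called, 1 higher and 5 lower. Without GOF replicate 0 or GOF replicate 1, 1 was called higher and 6 lower. Without Control replicate 0, 2 were called higher and 7 lower, and without GOF replicate 2, 3 higher and 6 lower.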

Of the 258 differentially expressed matrisome genes, 59 were annotated as ECM glycoproteins, 16 are Collagen proteins, 10 are Proteoglycans and 34 are ECM affiliated genes, while the rest serve ECM regulatory functions. Within the various functions of differentially expressed genes, the ECM-encoding and matrisome-related genes are of note due to their function in fibrogenesis.

We utilized Gene Set Enrichment Analysis (GSEA) to identify biological signatures enriched in GOF samples (Subramanian et al., 2005). 

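At an adjusted p under 0.05 and any fold change, edgeR called 3281 genes of the all-gene table, 3090 of them protein-coding. The count was 1795 without Control replicate 1, 2067 without Control replicate 2 and 1732 without GOF replicate 0, and 3726 without Control replicate 0. Suz12, a component of PRC2, was at 10.2 ± 0.519 FPKM in control and 10.0 ± 0.877 FPKM in GOF samples (SD, n = 3 each), with an adjusted p of 0.930 from edgeR. Eed, another component, had a log2 fold change of 0.36 (adjusted p = 0.0694 from edgeR), and DESeq2 gave it an adjusted p of 0.0246, the lowest among its alternatives, where the highest was 0.261. The gene sets of MSigDB were not used here, so the enrichment that the paper reports for targets of Suz12 and EED was not tested. The Hox genes were tested as a fixed list, and 4 of 30 were called higher and none lower, with 1 lower at an unadjusted p under 0.05 (camera, adjusted p = 0.291). When adjusted over the list alone 5 passed, as many as over all genes. Hoxd10 and Hoxc13, both called higher, had log2 fold changes of 2.77 and 2.38. Without Control replicate 1, 2 Hox genes were called. With library totals or upper-quartile normalization 2 were called. Of the 21 tested with limma, none was called on log2(FPKM + 1) and 1 on log2(FPKM + 0.1). Without a filter on low counts 6 of 36 were called, all higher.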

We input 3114 mouse genes (adjusted *P*-value < 0.05) expressed in our control and GOF fibroblasts, 2371 of which corresponded to human genes with microarray identifiers in the GSEA database (**Supplementary Figure S3A**). The top four gene sets enriched in GOF samples were targets of *Suz12, EED*, and exhibited histone modification of H3K4Me2/H3K27Me3. They are all related to the function of the Polycomb Repressive Complex 2 (PRC2), a well-characterized epigenetic mechanism of gene repression (**Supplementary Figures S3B–F**). A recent study found functional links between lncRNAs, Wnt/β-catenin signaling, and components of PRC2 in liver cancer stem cells (Zhu et al., 2016). The ontology analysis suggests that epigenetic mechanisms may serve as intermediate modulators of Wnt/β-catenin signaling.

Finally, we compared the list of differentially expressed genes in our GOF mouse dermal fibroblast dataset to genes differentially expressed in human biopsied fibrotic tissue such as systemic sclerosis (SSc), desmoid tumors, idiopathic lung fibrosis, and tumor stroma (Hamburg-Shields et al., 2015). Of the genes differentially expressed in GOF mouse dermal fibroblasts compared to controls, we found varying percentages to also be dysregulated in human fibrotic conditions (**Figure 2C**). Our analysis shows that the expression changes in GOF dermal fibroblasts *in vitro* after 48 h of stabilization of β-catenin is consistent with findings from profiling *in vivo* fibrotic mouse dermis in that Wnt/β-catenin signaling may regulate the expression of matrisome genes and contribute to fibrotic conditions (Hamburg-Shields et al., 2015). Therefore, we demonstrate that the Wnt/β-catenin signaling-responsive genes in dermal fibroblasts are also dysregulated in at least one type of human fibrotic tissue.

### LncRNAs *Wincr1* and *Wincr2* Positively Respond to β-catenin Activity in a Tissue-Specific Manner

We next focused on the 111 differentially expressed lncRNAs in the GOF samples as compared to controls. Two top novel candidate Wnt Induced Non-Coding RNAs (*Wincr1* and *Wincr2*) were highly differentially expressed (**Figure 3A**). 

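Among the 66 lncRNAs called higher in GOF samples, Wincr1 ranked 5 by log2 fold change and Wincr2 ranked 13. By p-value among all tested lncRNAs they ranked 2 and 45, and by mean FPKM in GOF samples they ranked 8 and 45 among those called higher. All 130 called lncRNAs had a mean FPKM over 1 in a group on the scale of the lncRNA table, and 66 of them did on the scale of the all-gene table.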

*Wincr1* isoform 1(ENSMUST00000146678.1) (*GM12603*) was expressed at 37 FPKM in control samples and at 551 FPKM in the GOF samples (average 14x fold-change). 

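Wincr1 is annotated as a lincRNA on the plus strand of chromosome 4 from 89050308 to 89084614 in mm10, with 2 transcripts. Transcript ENSMUST00000146678.1 has 3 exons and 618 nt, and ENSMUST00000129601.1 has 2 exons and 418 nt. The values are for the whole gene and do not separate the isoforms. In the lncRNA table its FPKM was 37.2 ± 30.4 (SD, n = 3) in control and 551 ± 111 (SD, n = 3) in GOF samples, a ratio of 14.8 between the means. Control replicate 0 was at 72.2 FPKM and the other control libraries at 21.7 and 17.6 FPKM. Behind them were 21, 14 and 12 fragments, against 273, 325 and 297 in the GOF libraries. The log2 fold change was 4.22 (standard error 0.32, adjusted p = 3.75e-05 from edgeR) and stayed between 3.96 and 4.73 with each library left out. Every GOF library was above every control library (exact permutation test, two-sided p = 0.1, the smallest possible here). The same fragments gave 0.814 ± 0.371 FPKM in control and 13.8 ± 1.39 FPKM in GOF samples (SD, n = 3 each) on the scale of the all-gene table.

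**Figure D2:**
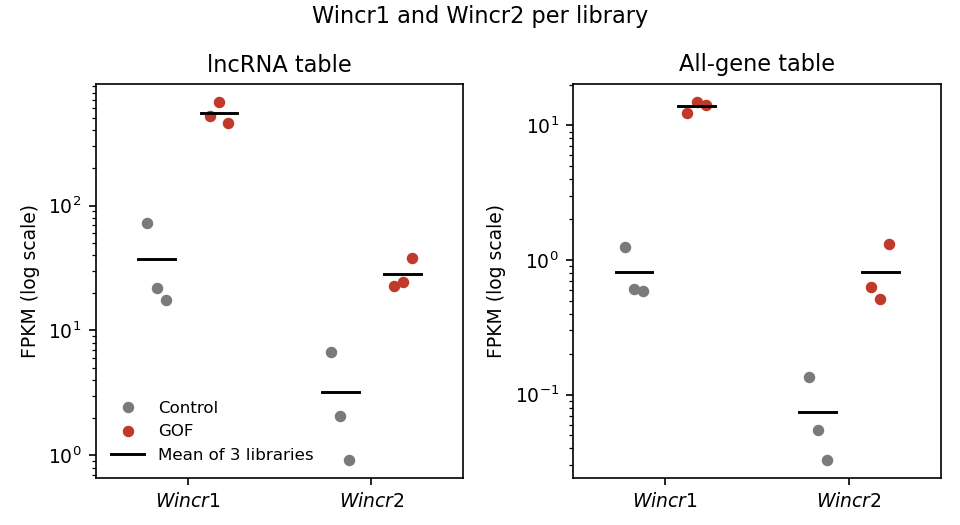
FPKM of Wincr1 and Wincr2 in each library on log scales, from the lncRNA table and from the all-gene table. Grey points are control and red points GOF libraries, 3 of each, and black lines are means. In both tables every GOF point lies above every control point of the same gene.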

*Wincr2 (GM12606)* was expressed at 3.24 FPKM in control samples and 28.27 FPKM in GOF samples, marking over an 8x fold change between conditions. Therefore, we validated increase of *Wincr1* with isoform 1 specific PCR primers and *Wincr2* expression by qRT-PCR in four independent biological replicates of both GOF and controls in P4 ventral dermal fibroblasts *in vitro* (**Figures 3B,C**).

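Wincr2 is annotated as the lincRNA Gm12606 on the minus strand of chromosome 4 from 89235699 to 89273403, with 2 transcripts of 3 and 4 exons. In the lncRNA table its FPKM was 3.24 ± 3.06 (SD, n = 3) in control and 28.3 ± 8.45 (SD, n = 3) in GOF samples, a ratio of 8.73 between the means. These values rest on 7, 3 and 2 fragments in the control libraries and 34, 27 and 65 in the GOF libraries. The log2 fold change was 3.32 (standard error 0.56, adjusted p = 0.00367 from edgeR). It lay between 2.91 and 4.20 with each library left out. With limma on log2(FPKM + 0.1) the log2 fold change was 3.48 and the adjusted p 0.0546, against 2.55e-11 to 0.0270 in its other alternatives. On the scale of the all-gene table its mean was 0.0739 ± 0.0533 FPKM in control and 0.820 ± 0.433 FPKM in GOF samples (SD, n = 3 each). Cdkn2a, on the same strand, ends 1067 bp upstream of it.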

**FIGURE 3:**
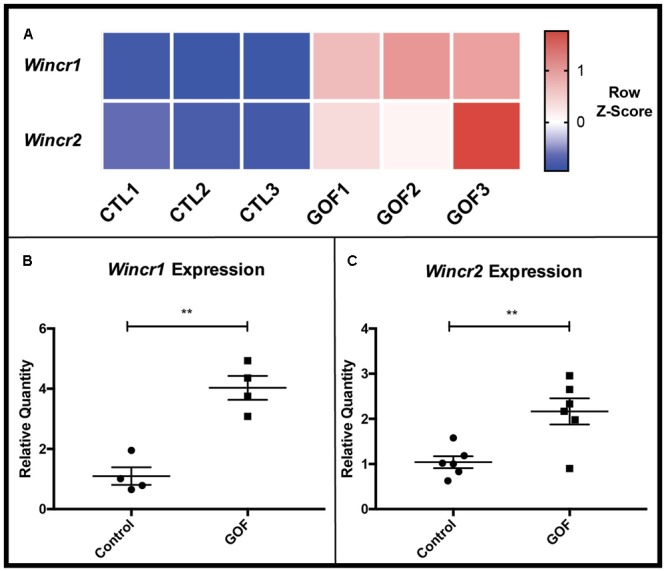
β-catenin stabilized GOF have increased expression of *Wincr1* and *Wincr2*. **(A)** Heatmap representative of RNA-Seq FPKM values of two candidate lncRNAs, *Wincr1* and *Wincr2* from control and GOF dermal fibroblasts (*n* = 3). **(B,C)** Differential expression of lncRNA targets analyzed by qRT-PCR. LncRNA expression levels are significantly up-regulated within *in vitro* β-catenin stabilized GOF fibroblasts vs. the control (*Wincr1*: *n* = 4, *Wincr2: n* = 6). ^∗∗^*P*-value ≤ 0.01.

To investigate the tissue-specific expression profile of *Wincr1 in vivo*, we used embryonic skin in which we have previously shown a strong instructive role for Wnt/β-catenin signaling in dermal fibroblast identity and hair follicle initiation (Atit et al., 2006; Ohtola et al., 2008; Fu et al., 2009; Tran et al., 2010; Chen et al., 2012). We assayed for *Wincr1 in vivo* in embryonic cranial and dorsal dermis during hair follicle initiation at E13.5 by qRT-PCR. *Wincr1* displayed a clear tissue-specific expression pattern during normal development in E13.5 mouse embryos. We found *Wincr1* transcript to be abundant in the cranial (head) and dorsal skin, as compared to expression in the embryonic liver, heart, and gut (*n* = 2) (**Figure 4A**). *Wincr1*’s enhanced presence in embryonic cranial and dorsal skin vs. other tissues suggests that our lncRNA candidate could play a role in fibroblast biology. *Wincr2* followed a similar tissue-specific trend in embryonic tissues (**Supplementary Figure S4A**).

**FIGURE 4:**
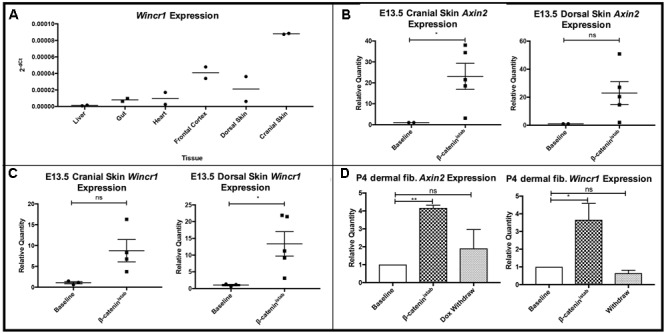
*Wincr1* is differentially expressed in embryonic and perinatal mesenchyme and dynamically responds to changes in β-catenin activity levels. **(A)** Survey of *Wincr1* mRNA levels in embryonic (E13.5) tissues reveals highest expression in embryonic cranial and dorsal skin (*n* = 2). **(B)** *Axin2* expression levels were used to validate β-catenin activity following doxycycline induction for 4 days in *Engrailed1Cre/*+*; Rosa26rtTA/*+*; Teto-*Δ*N89* (β*-cat*^istab^) E13.5 primary fibroblasts *in vitro*. (*P*-value = 0.0237, *n* = 2,5). **(C)** Relative quantity of *Axin2* and *Wincr1* mRNA in β*-cat*^istab^ E13.5 embryonic fibroblasts. **(D)** Relative quantity of *Axin2* and *Wincr1* mRNA in β*-cat*^istab^ P4 fibroblasts following doxycycline induction for 4 days and subsequent withdrawal for 2 days *in vitro*. ^∗^*P*-value ≤ 0.05, ^∗∗^*P*-value ≤ 0.01.

### *Wincr1* Dynamically Responds to Wnt/β-catenin Signaling Activity

We further tested β-catenin-responsive expression of *Wincr1* with doxycycline-inducible stabilized β-catenin (β*-cat*^istab^) in E13.5 *Engrailed1Cre/*+*; Rosa26rtTA/*+; *Teto-deltaN89*β*-catenin/*+ cranial and dorsal dermal fibroblasts *in vitro* (Mukherjee et al., 2010). Relative *Axin2* mRNA expression level was measured by qRT-PCR to confirm GOF status after doxycycline administration (**Figure 4B**). In response to β*-cat*^istab^, *Wincr1* was significantly higher in embryonic dorsal and cranial dermal fibroblasts (**Figure 4C**). In the same *in vitro* GOF samples assayed for *Wincr1* expression, an increase in *Wincr2* expression was observed but did not reach statistical significance (**Supplementary Figures S4B,C**).

We tested for dynamic β-catenin-responsive expression of *Wincr1* in doxycycline inducible-reversible levels of β*-cat*^istab^ *in vitro* in P4 ventral dermal fibroblasts. Addition of doxycycline and subsequent withdrawal in culture media allowed us to induce and reverse expression of stabilized β-catenin as shown by *Axin2* mRNA levels in *Engrailed1Cre/*+; *Rosa26rtTA/*+; *Teto-deltaN89*β*-catenin/*+ P4 dermal fibroblasts (**Figure 4D**). Similarly to the previous result, *Wincr1* responded dynamically to the induction and reversal of β*-cat*^istab^ levels (**Figure 4D**), further establishing *Wincr1* as a Wnt/β-catenin signaling-responsive lncRNA in embryonic and perinatal dermal fibroblasts obtained from cranial and trunk skin.

### *Wincr1* Influences Expression of Some Matrisome Genes

We next utilized co-expression network construction to identify and separate putative regulatory targets of both β-catenin and *Wincr1*. It has been shown that correlation of expression between two genes across samples can imply a common regulatory factor (Allocco et al., 2004). Using FPKM values from control and GOF samples, we constructed a network of up-regulated mouse matrisome genes connected on the basis of correlation coefficient (CC > 0.6). 

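Correlation with Axin2 was computed on FPKM over the 6 libraries. The libraries form 2 groups by design and Axin2 separates them, so no relation across them was tested and the genes are only counted. Of the 1033 other genes called higher in GOF samples, 1019 (98.6%) had r over 0.6 with Axin2 and 14 did not. When each of the other genes called higher was taken in place of Axin2, the median share with r over 0.6 was 89.7%. On log2(FPKM + 1) the number with r over 0.6 was 1029, and with a threshold of 0.9 on FPKM it was 554. The matrisome list was not used here, and 7 genes called higher came from the collagens, proteoglycans and Mmp genes. Of these, Mmp3 and Mmp10 had r of 0.6 or less on FPKM, and neither did on log2(FPKM + 1).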

Genes were grouped into two clusters: those that correlate with *Axin2* (97 genes), and those that do not correlate with *Axin2* (6 genes). By excluding genes whose expression correlated with that of *Axin2*, a known direct target of β-catenin, we identified a small number of matrisome genes that might be indirect targets of β-catenin regulation. Relevant fibrosis-related marker genes were selected as possessing some or all of the following traits:

(a) Up-regulated in β*-cat*^istab^ dermal fibroblasts by comparison of FPKM (**Figure 1E**)
(b) Inclusion in the Matrisome gene set (**Figure 2B**)
(c) Overexpressed in human fibrotic tissue microarray (**Figure 2C**)
(d) Exclusion from the *Axin2* cluster of the correlation network (**Supplementary Figure S5**)

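Mmp10 lies on chromosome 9 from 7502352 to 7510240. It averaged 0.608 ± 0.235 FPKM in control and 33.4 ± 28.3 FPKM in GOF samples (SD, n = 3 each), a log2 fold change of 5.81 (standard error 0.77, adjusted p = 0.00245 from edgeR). The GOF libraries differed widely, with 24.3, 65.0 and 10.7 FPKM in replicates 0, 1 and 2, where Axin2 was at 19.2, 14.4 and 18.7 FPKM. Every GOF library was above every control library, and the controls lay between 0.412 and 0.869 FPKM (exact permutation test, two-sided p = 0.1, the smallest possible). The log2 fold change was 4.83 without GOF replicate 1 and at most 6.25 with another library left out.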

Of the genes that passed all four criteria, *Matrix Metalloproteinase-10* (*Mmp10*) was selected for functional investigation. Furthermore, there was no significant enrichment of predicted *Tcf/Lef* binding motifs within 5 kb of the transcriptional start site of *Mmp10* and other differentially expressed mRNAs (**Supplementary Figure S2**).

To elucidate *Wincr1* function in gene regulation and dermal fibroblast biology, we either overexpressed or knocked down *Wincr1* in P4 ventral dermal fibroblasts *in vitro*. For overexpression, we generated a lentivirus construct to overexpress *Wincr1* (LV-*Wincr1*). For knockdowns of *Wincr1*, we utilized LNA GapmeRs (*Wincr1* GapmeRs). We confirmed increase in *Wincr1* RNA expression levels after infection of LV-*Wincr1* (**Figure 5A**) and reduction after transient transfection with *Wincr1* GapmeR (**Figure 5D**). Dermal fibroblasts with either over- or knocked down expression of *Wincr1* and the parent control cells were then used to investigate changes in the expression of dermal identity and fibrosis-related gene candidates.

**FIGURE 5:**
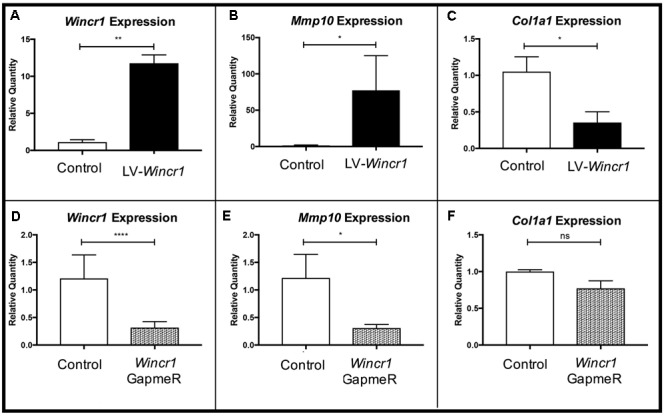
Gene regulatory function of *Wincr1*. **(A,D)** Relative quantity of *Wincr1* RNA is significantly altered as a result of lentivirus or GapmeR infection. **(B,E)** Relative quantity of *Mmp10* mRNA levels correlate with changes in *Wincr1* expression levels. **(C,F)** In LV*-Wincr1*, relative quantity of *Col1a1* is significantly reduced and was comparable between control and *Wincr1* GapmeR (*n* = 5 biological replicates). ^∗^*P*-value ≤ 0.05, ^∗∗^*P*-value ≤ 0.01, ^∗∗∗∗^*P*-value ≤ 0.0001.

We found *Mmp10* mRNA level was highly correlated with levels of *Wincr1* in dermal fibroblasts (**Figures 5A,B,E**). After infection with LV-*Wincr1*, expression of *Mmp10* increased dramatically compared to the control (**Figure 5B**). Conversely, knockdown of *Wincr1* via GapmeRs resulted in a decrease in *Mmp10* expression by ∼30% of basal levels (**Figure 5E**). Also, the expression of *Col1a1*, a key fibrotic marker, correlated negatively with overexpression of *Wincr1* (**Figure 5C**). However, we did not observe a significant difference in *Col1a1* mRNA levels upon knockdown of *Wincr1* (**Figure 5F**). 

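In the RNA-seq data Loxl4 rose from 6.88 ± 0.646 FPKM in control to 23.2 ± 5.53 FPKM in GOF samples (SD, n = 3 each), a log2 fold change of 1.75 (standard error 0.20, adjusted p = 0.00135 from edgeR). Col5a1 was not higher, at 92.8 ± 14.3 FPKM in control and 82.3 ± 30.7 FPKM in GOF samples (SD, n = 3 each). Its log2 fold change was -0.20 (standard error 0.32, adjusted p = 0.692 from edgeR), and it was 0.24 with the animal as a replicate block and 0.10 without GOF replicate 1, with no significance in either fit. Pdgfra averaged 53.9 ± 22.4 FPKM in control and 30.8 ± 15.0 FPKM in GOF samples (SD, n = 3 each), a log2 fold change of -0.79 (adjusted p = 0.252 from edgeR). With the animal as a replicate block, Pdgfra had a log2 fold change of -1.18 and passed both thresholds (adjusted p = 0.00240 from edgeR, against 0.127 to 0.539 in its other alternatives). With a correlation between cultures of one animal, an alternative added after the data were seen, it had a log2 fold change of -0.98 and an adjusted p of 0.0496 from limma. Col1a1 was at 166 ± 71.0 FPKM in control and 166 ± 70.5 FPKM in GOF samples (SD, n = 3 each), with an adjusted p of 0.995 from edgeR.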

The mRNA levels of markers for fibroblasts identity *Platelet derived growth factor receptor alpha* (*Pdgfra*) and β-catenin responsive genes and fibrotic markers such as *Loxl4, Col5a1*, which were up-regulated in GOF, did not correlate with *Wincr1* mRNA level, indicating that *Wincr1* does not regulate their expression in our system (**Supplementary Figure S6**). 

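Has2, on chromosome 15 from 56665627 to 56694539, rose from 9.66 ± 3.66 to 42.4 ± 11.9 FPKM between control and GOF samples (SD, n = 3 each), a log2 fold change of 2.15 (standard error 0.34, adjusted p = 0.00466 from edgeR). Mtap lies on the plus strand of chromosome 4 from 89137122 to 89181081, downstream of Wincr1 with 52507 bp between them. It rose from 27.8 ± 1.83 to 73.8 ± 16.5 FPKM (SD, n = 3 each), a log2 fold change of 1.39 (standard error 0.14, adjusted p = 9.33e-04 from edgeR). Both genes were higher in every GOF library than in any control library and had r over 0.6 with Axin2 on FPKM. Mtap was 1 of 4 coding genes fixed as neighbours of Wincr1 and Wincr2, and 3 of these were called higher, while 4 passed when adjusted over the list alone. Cdkn2b had a log2 fold change of 2.01 (adjusted p = 0.0105 from edgeR), and Dmrta1, at FPKM of 0 in the control libraries, was at least 15.4-fold higher. Cdkn2a was not called (log2 fold change 1.50, adjusted p = 0.0627 from edgeR), although it passed with DESeq2, without a filter on low counts, with the animal as a replicate block and without GOF replicate 1, with adjusted p-values of 0.00441, 0.0282, 4.49e-04 and 0.0145. Its highest adjusted p among the alternatives was 0.155.

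**Figure D3:**
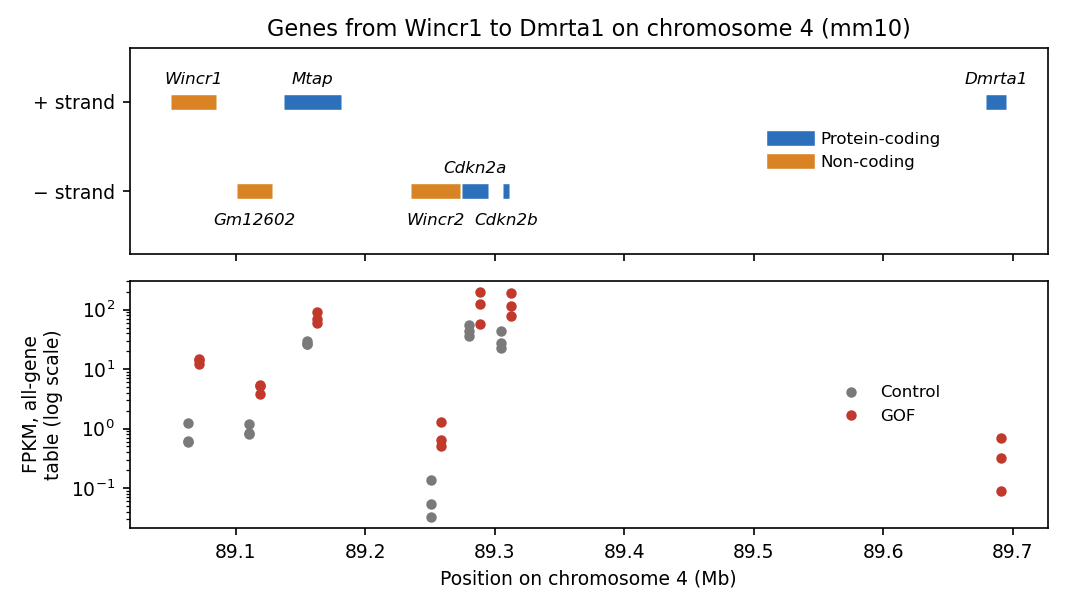
Tested genes from Wincr1 to Dmrta1 on chromosome 4 of mm10, by strand (top, position in Mb), and their FPKM in the all-gene table in each library on a log scale (bottom). Grey points are control and red points GOF libraries, 3 of each, drawn beside each other at each gene. Values of 0 cannot be drawn, which leaves out the controls of Dmrta1, and the other genes have higher means in GOF samples.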

Co-expression analysis also identified *Has2* and *Methylthioadenosine phosphorylase* (*Mtap)*, the latter of which shares a locus with *Wincr1*. However, the relative mRNA levels of *Has2* and *Mtap* did not correlate with changes in *Wincr1* level (**Supplementary Figure S4**). Thus, our findings demonstrate that *Mmp10* is a key target of *Wincr1*.

To test if *Wincr1* and β-catenin have synergistic effects on gene expression, we infected *Engrailed1Cre/*+; *R26rTA/*+; *Teto-*β*-catenin* (β*-cat*^istab^) P4 ventral dermal fibroblast with LV*-Wincr1*. We validated induction of *Axin2* in β*-cat*^istab^ condition and confirmed comparable overexpression of *Wincr1* in lentivirus infected β*-cat*^istab^ condition (**Supplementary Figure S7**). *Mmp10* and *Col1a1* mRNA levels in LV*-Wincr1*+ β*-cat*^istab^ were not significantly altered from LV*-Wincr1* only (**Supplementary Figure S5**). These results suggest that Wnt/β-catenin signaling and *Wincr1* do not synergize to regulate *Mmp10* and *Col1a1* mRNA and likely function in a linear pathway.

### *Wincr1* Mitigates Migration and Enhances Collagen Gel Contraction of Dermal Fibroblasts

Given the gene regulatory effect of *Wincr1* on *Mmp10* expression, we sought to determine functional effects of *Wincr1* on cellular behavior of dermal fibroblasts. In order to prevent discrepancies, we used the same stably infected LV-*Wincr1* lines in all functional assays (characterized in **Figure 5A**). Two different dermal fibroblast lines with over-expression of *Wincr1* had comparable rates of proliferation to controls over 7 days (**Supplementary Figure S8**). Next, we used an *in vitro* scratch assay to study the rate of collective cell migration of dermal fibroblasts in a wound healing setting. This multistep process is relevant in many biological processes such as embryonic development and wound healing (Liang et al., 2007). Compared to control, *LV-Wincr1* had attenuated collective cell migration into the cleared area in both serum containing (**Supplementary Figure S8**) and serum-free conditions within 14–22 h (**Figures 6A,B**).

**FIGURE 6:**
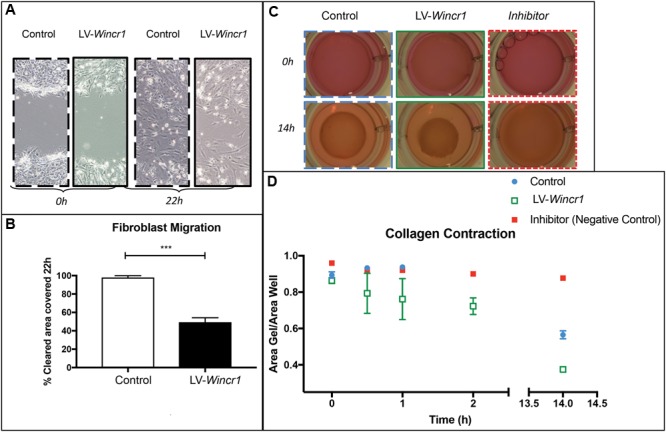
*Wincr1* function in collective cell migration and fibrotic response. **(A)** Dermal fibroblasts with LV*-Wincr1* exhibit decreased migration compared to uninfected controls. **(B)** Migration is significantly diminished after 22 h following a scratch in serum-free media (*n* = 3) and representative of three separate experiments. **(C,D)** Type I collagen gel contraction assay demonstrates LV*-Wincr1* fibroblasts have a higher ability to process collagen. The difference in collagen shrinkage is visible and consistent across three technical replicates from two independent cell lines by 14 h. Points represent the quantitation of collagen gel area normalized to plate area after 14 h using ImageJ software (*n* = 2 between Control and LV-*Wincr1* at 14 h). ^∗∗∗^*P*-value ≤ 0.001.

Collagen type1 gel embedded with fibroblasts is considered an *in vitro* model for fibrotic process and matrix turnover (Fang et al., 2004). We determined whether *Wincr1* affects the ability of dermal fibroblasts for collagen contraction, a key fibroblast function. We embedded control and LV*-Wincr1* cells in type I rat tail collagen for 48 h to increase the mechanical load and then released the gels. We found LV*-Wincr1* dermal fibroblasts had much higher capacity for processing collagen than controls (**Figures 6C,D**). The difference in collagen gel shrinkage by 14 h was significant and consistent across the two LV-*Wincr1* cell lines. Thus, gain of function *Wincr1* positively correlated with collagen gel contraction, thereby linking *Wincr1* to a key fibroblast functionality.

In summary, we have identified key mRNAs and lncRNAs that are responsive to Wnt/β-catenin signaling levels and we have demonstrated that a lncRNA responsive to Wnt/β-catenin activity, *Wincr1*, is a potentially new regulator of dermal fibroblast behavior and ECM-related gene expression.

## Discussion

Long non-coding RNAs have emerged as key regulators of many cellular processes, and their dysregulation has been observed in many human diseases (Wan and Wang, 2014). Studies of novel lncRNAs have led to the discovery of new mechanisms of gene regulation paving the way toward novel therapeutic strategies. In our current study, through the genetic stabilization of β-catenin in primary dermal fibroblasts, we identified downstream lncRNAs and mRNAs responsive to Wnt/β-catenin signaling. Our genetically targeted culture systems enabled us to observe the effects of β-catenin’s activity levels on gene expression in dermal fibroblasts without the paracrine influences of other cell types that would be present in whole skin expression analysis. Utilizing this system, we have identified Wnt/β-catenin signaling-induced lncRNAs such as *Wincr1*, that act as putative regulators of key genes such as *Mmp10* and *Col1a1* in ECM biology. *Wincr1* also affects complex cellular behaviors such as collective cell migration and collagen processing and contraction.

Our expression profiling study allowed us to identify genes that were under the influence of Wnt/β-catenin signaling in dermal fibroblasts. Consistent with our previous gene expression analysis from mouse fibrotic dermis after 21 days of sustained Wnt/β-catenin signaling (Hamburg-Shields et al., 2015), gene ontology analysis through functional clustering shows a strong enrichment of ECM and ECM-regulatory gene expression within 72 h of Wnt/β-catenin signaling in dermal fibroblasts. Our analysis also implies that downstream targets of Wnt/β-catenin signaling may alter matrix deposition, remodeling, and fibroblast behavior. Comparison of the Wnt/β-catenin signaling activation gene signature in dermal fibroblasts with those dysregulated in various contexts of human fibrotic diseases confirms that the gene expression signature of β-catenin stabilization in our model is indeed relevant to human fibrotic disease. Thus, β-catenin stabilization in dermal fibroblasts is a relevant signaling pathway in matrix construction and remodeling and a relevant node for therapeutic intervention.

Analysis of the gene expression signature induced by β-catenin stabilization reveals enrichment for PRC2 targets, signifying epigenetic regulation. Unbiased gene set enrichment analysis of genes expressed in dermal fibroblasts shows an enrichment of PRC2 targets. This epigenetic regulatory repressive complex has been shown to interact with lncRNAs, suggesting that a portion of the β-catenin-dependent expression signature controlling ECM and fibrosis-related genes may be regulated by PRC2 or other mechanisms (Rinn and Chang, 2012; Wan and Wang, 2014). While further studies are needed to elucidate the mechanism of β-catenin’s influence on fibrotic genes, these analyses of the coding gene changes following β-catenin activation guided our identification of novel lncRNAs as regulators of gene expression and fibroblast behavior.

Using sustained and inducible-reversible systems of Wnt/β-catenin signaling activation, *Wincr1* was identified as a Wnt/β-catenin signaling induced lncRNA candidate due to its consistent response to β-catenin activity levels in multiple contexts in mouse dermal fibroblasts. Further context-specific functional roles of *Wincr1* will be elucidated in future *in vivo* studies with fibroblast-restricted mutants. Our *in vitro* modulations of *Wincr1* expression levels in dermal fibroblasts demonstrated that this lncRNA has a robust gene regulatory effect on distinct genes. Identification of other *Wincr1* targets will require extensive expression profiling in dermal fibroblasts and other cell types. In addition, our studies reveal that β-catenin stabilization and overexpression of *Wincr1* do not synergize to increase *Mmp10* levels, suggesting that β-catenin and *Wincr1* may function linearly in a uncharacterized genetic or epigenetic pathway to modulate key genes in matrix production and turnover. Our current data show that while *Wincr1* levels are increased after stabilizing β-catenin, *Wincr1* can also independently regulate expression of protein coding genes. Identifying other *Wincr1* targets will allow us to further refine our understanding of how *Wincr1* intersects with Wnt/β-catenin signaling for gene regulation and fibroblast cell behavior. In our current study, we elaborate on the role of *Wincr1* in fibroblast gene regulation and cellular behavior, given that this is a context in which Wnt/β-catenin signaling is known to be important.

Our query of several fibrotic genes suggests that *Wincr1* has a restricted gene regulatory role. Specifically, *Mmp10* expression was consistently responsive to *Wincr1* levels, suggesting it is a putative regulatory target of this novel lncRNA. *Wincr1’s* gene regulatory role does not appear to be pan-ECM, but instead can regulate a defined set of genes. Further mechanistic-based experiments are required to gain insight into how *Wincr1* regulates *Mmp10*, and such studies would be helpful in predicting other targets through binding motifs or other means. *Mmp10/Stromelysin-2* has emerged as a key player in fibrosis and “degradomics” (Overall and Kleifeld, 2006; Schlage et al., 2015; Sokai et al., 2015). MMPs can promote collagen contraction by increasing turnover (Daniels et al., 2003; Bildt et al., 2009), and we found increased contractile behavior in LV*-Wincr1* dermal fibroblasts. *Mmp10* is not a collagenase, but it has the ability to regulate expression of other MMPs, such *as Mmp13*, that have collagenolytic function and promote the resolution of matrix in wound healing. It is not clear if Mmp10 has a similar role in mitigating ECM accumulation in chronic fibrosis settings that are the result of excessive ECM production and inadequate resolution (McKleroy et al., 2013; Rohani et al., 2015). It is tempting to speculate that *Wincr1* participates as a negative feedback to the pro-fibrotic Wnt/β-catenin pathway in dermal fibroblasts. Future functional studies with *Wincr1* in fibrosis models will be needed to demonstrate if it has a fibroprotective function.

Wnt/β-catenin signaling has diverse roles in skin development, tissue homeostasis, and disease. Thus, identifying new genetic and epigenetic regulatory mechanisms will provide novel insight in our understanding of this important pathway in dermal fibroblasts. Discovery of this lncRNA and its preliminary regulatory links to β-catenin signaling, skin development, and known fibrotic protein-coding gene expression indicate that lncRNAs may play an important regulatory role in directing Wnt/β-catenin signaling. This is of particular interest in the context of fibrosis, a condition that can be caused by activation of this pathway, but with gene regulatory intermediates that will require further characterization in order to be of clinical value. The robust responsiveness of *Wincr1* to Wnt/β-catenin signaling indicates the possibility of this and other lncRNAs as targets for therapeutic intervention to treat fibrosis, but also as circulating diagnostic biomarkers (Tang et al., 2015; Vencken et al., 2015; Zhou et al., 2015). Further studies are needed to elucidate the gene regulatory mechanism and *in vivo* functions of *Wincr1* and other β-catenin responsive lncRNAs. Also, mechanistic understanding into *Wincr1* may lead to novel insights into the Wnt signaling pathway and how it regulates key genetic networks throughout embryonic development and adult diseases.

## Author Contributions

NKM, NVM, RA, and AK contributed to experimental design, experiment collection, analysis, writing, and figure preparation. EH-S contributed to experimental design and writing of the manuscript. BI contributed to analysis.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

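RNA-seq libraries from 6 cultures of neonatal dermal fibroblasts were analysed, 3 controls and 3 with stabilized β-catenin (GOF). The authors sequenced stranded, paired-end libraries, mapped the reads to mm10 with TopHat and ran Cuffdiff. The values were deposited as 2 tables, one of all genes and one of lncRNAs. The estimated counts used here are the fragments that the authors' Cuffdiff run assigned to each gene and library before scaling, and they were deposited without normalization. The FPKM values were deposited after Cuffdiff scaled the authors' fragments by transcript length and between libraries. The tables are on different scales, and the ratio of their FPKM did not follow the ratio of their total fragments from library to library. The paper names standard settings for Cuffdiff, and its text does not say whether the counting used the strand. A further 6 columns of per-library values were not used. Of the all-gene table, 32 genes whose estimate failed in at least 1 library were left out. The 23 of them that Cuffdiff marked as having too many fragments are listed at 0 in the libraries so marked, while the others keep their listed values.

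Gene identifiers were matched to GENCODE M21 on GRCm38, the assembly named mm10, which covered 97.9% of the all-gene table and 96.4% of the lncRNA table. Estimated counts were not whole in 4.95% and 0.634% of the values, and all were rounded. They were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment), with an adjusted p under 0.05 and a fold change over 2 as thresholds. Standard errors given with edgeR's log2 fold changes are the absolute log2 fold change divided by the square root of the test's F statistic. A gene with at most 3 fragments in every library of a group has only a lower bound on its fold change, computed against that number. Gene lists were tested with camera, and with fry, from limma 3.58.1. Single genes were compared on FPKM with an exact permutation test, whose two-sided p with 3 against 3 libraries is at least 0.1. DESeq2 1.42.0 was an alternative. Tables were read with data.table 1.17.8, GC content was computed with Biostrings 2.70.1 and neighbouring genes were found with GenomicRanges 1.54.1.

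The alternatives were DESeq2, library totals and upper-quartile normalization, no filter on low counts, a minimum FPKM of 1 in 3 libraries, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), a test against a fold change of 2, edgeR's exact test, a replicate block by label number or by animal, and each library left out in turn. For the lncRNA table, library totals of the all-gene table were a further one. Ranges given for a single gene over its alternatives leave out the test against a fold change of 2, edgeR's exact test and the alternatives chosen later. These alternatives, the tests of the comparisons, the gene lists and the rule for the genes named were set before the data were examined. Tests of explanations chosen or narrowed later, the test of sex among them, are named as such where they are given. The rule names every gene the paper names, the 5 genes of the all-gene table and 3 of the lncRNA table with the largest fitted rise and as many with the largest fall among those past both thresholds with a mean FPKM of at least 1 in a group and no overlap between groups, and up to 3 called members of each list, those with the smallest adjusted p. A gene chosen by this rule is not reported here. The lists were collagens, proteoglycans, the Wnt family, Wnt feedback genes, Mmp genes, cell cycle genes, histones, Hox genes, p53 targets, interferon-induced genes, coding neighbours of Wincr1 and Wincr2, sex genes, and markers of keratinocytes, skeletal muscle, endothelium, macrophages, adipocytes and pericytes or smooth muscle.

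The script was tested on simulated data, drawn for 15462 genes of the all-gene table and 1389 of the lncRNA table, with 200 genes in each changed by 2 on the log2 scale. edgeR called 176 of them and 21 unchanged genes among 15240 tested in the first, and 177 and 4 among 1333 in the second. limma was run on log2(value + 1) of simulated fragments scaled by library size, without transcript length, and so not on FPKM. It called 162 and 95 of the changed genes, with 732 genes past its filter in the second. These counts do not measure how limma performs on FPKM. Among 20 simulated lists without a change, 1 had a p under 0.05 with camera and 2 with fry. The simulated genes were drawn independently of each other, so these lists do not show how the set tests behave with correlated genes. In the real lists the estimated correlation between genes ran from -0.02 for proteoglycans to 0.83 for interferon-induced genes. The all-gene table holds between 35980831 and 42834467 fragments per library, whereas the lncRNA table holds 1022957 to 1726901. Whether counting error per gene is larger for lncRNAs was not tested. DAVID clusters, the matrisome and MSigDB sets, qPCR and the knockdown and overexpression experiments were not analysed here.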

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

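The results and the tests in this part were chosen after the values were seen. Cadps, Bex1, Qrfpr, Stra6, Calca, Hprt, Cdkn2b and Dmrta1 had been named by the rule, but flagging them here was decided later. Each result flagged is a change in genes whose RNA-seq values the paper does not report.

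Among the 5 genes of the all-gene table with the largest fitted rises of those past both thresholds with a mean FPKM of at least 1 in a group and no overlap between groups, Cadps had a log2 fold change of 10.13 and Bex1 of 9.02. With at most 3 fragments in every control library, Qrfpr was at least 28.5-fold, Stra6 at least 32.6-fold and Calca at least 26.1-fold higher. In all 5 genes every GOF library was above every control library. A trend with GC content is argued against, since with a GC offset the lowest fitted log2 fold change of the 5 was 7.59. Depth does not separate the groups, since the all-gene totals of control and GOF libraries overlap. The viruses differ with the groups, so these rises may follow from stabilized β-catenin or from Adenovirus-Cre, and no value here decides between them.

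Around Wincr1 and Wincr2 on chromosome 4, Cdkn2b had a log2 fold change of 2.01 and the non-coding gene Gm12602, between Wincr1 and Mtap, had 2.60 (adjusted p = 0.00142 from edgeR). Dmrta1 was at least 15.4-fold higher. The mean log2 fold change of the 4 coding neighbours, with Dmrta1 at its lower bound, was 2.21, and 63 of 13445 windows of 4 neighbouring coding genes had a mean as high. Without genes at the floor, the mean of the other 3 was 1.63, and 207 of 13413 windows of 3 had a mean as high, which is outside the highest 1%. Whether the region changed as a whole therefore stays open. A doubling of the region's copies in the GOF cultures would raise its genes alike, by at most 1 on the log2 scale. Of the 6 tested genes from Wincr1 to Cdkn2b, 5 lay above 1 by more than 2 standard errors, and Cdkn2a did not. That rule was not adjusted for the number of genes. In the test against a fold change of 2, adjusted over all genes tested, 1 of the 4 coding neighbours was called. The rises were also unequal, at 1.39 (standard error 0.14) for Mtap, 2.60 (standard error 0.30) for Gm12602 and 4.18 (standard error 0.31) for Wincr1 in the all-gene table. This argues against a duplication of the region as the whole cause for Wincr1 and Gm12602, and less clearly for the coding genes. A change of each gene by itself, a change shared across the region and an effect of either virus remain open.

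Hprt, a reference gene of the paper's qPCR, rose from 35.8 ± 5.17 to 90.8 ± 6.52 FPKM (SD, n = 3 each), a log2 fold change of 1.36 (adjusted p = 9.06e-04 from edgeR) that lay between 1.29 and 1.50 with each library left out. It lies on the X chromosome, where the median log2 fold change of 472 coding genes was 0.0486, which argues against a change of the X chromosome as a whole. Whether Hprt responds to β-catenin or to the virus was not tested.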

How the results depend on the processing

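Alternatives chosen after seeing the data were failed estimates kept as listed, protein-coding genes only, a GC offset, a correlation between cultures of one animal, the lncRNA table without Malat1 and lncRNA fragments from the all-gene table. None of these changed the number of genes in the all-gene table or the lncRNA table past both thresholds by more than 1.5 times. With the correlation between cultures of one animal, 5126 genes of the all-gene table had an adjusted p under 0.05. The causes of the changes below were not tested, except where fewer libraries or genes were used.

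The number of genes of the all-gene table past both thresholds was 864 with limma on log2(FPKM + 1), 1193 with limma on log2(FPKM + 0.1) and 618 in a test against a fold change of 2, and was from 1311 to 1961 across the 6 fits that each left out 1 library. For lncRNAs it was 234 without a filter on low counts, 39 with limma on log2(FPKM + 0.1) and 45 in a test against a fold change of 2, and from 89 to 195 with 1 library left out, where the highest value is the fit without Control replicate 0. Genes higher in GOF samples were 54.2% of the called genes of the all-gene table and from 50.3% to 65.2% in the alternatives. For lncRNAs the share was 50.8%, and from 46.6% with library totals to 66.7% in a test against a fold change of 2 and with fragments of the all-gene table. The number of genes of the all-gene table with an adjusted p under 0.05 was from 1732 to 3726 with 1 library left out.

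The label numbers do not pair the samples: the correlations between the deviations of same-numbered libraries from their group means were -0.410, 0.0539 and -0.441. A replicate block by label number, which leaves 2 residual degrees of freedom, gave 1421 genes of the all-gene table and 108 lncRNAs past both thresholds and 1695 genes of the all-gene table at an adjusted p under 0.05. A block by animal, with 1 residual degree of freedom, gave 2008 genes of the all-gene table and 157 lncRNAs.

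With 1 library left out, from 6 to 15 collagens, from 6 to 9 proteoglycans and from 13 to 42 histone genes passed. Proteoglycans numbered 6 with a minimum FPKM of 1 in 3 libraries, 6 with limma on log2(FPKM + 1) and 6 on log2(FPKM + 0.1). Cell cycle genes numbered 17 with limma on log2(FPKM + 1). In a test against a fold change of 2, cell cycle genes numbered 2 and histone genes 8.

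Of the set tests, collagens (adjusted p = 0.0956), histones (0.0766), p53 targets (0.0956) and interferon-induced genes (0.117) lost significance with fry. With the correlation between genes estimated, adjusted p was 0.514 for collagens, p53 targets and interferon-induced genes, 0.232 for proteoglycans and 0.5 for the Wnt family, cell cycle genes and histones. With the animal as a replicate block in camera, collagens lost significance (0.249) and Mmp genes gained it (0.0267).

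On FPKM the mean correlation between lncRNA profiles was lower within than between groups, and the difference became 0.0272 on log2(FPKM + 1) and 0.0357 with Spearman correlation. With a threshold of 0.9 in place of 0.6, 554 genes correlated with Axin2.

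Counted per table, 92 log2 fold changes of genes chosen by the rule were refitted, and 1295 of 1351 alternative fits kept the direction and the side of an adjusted p of 0.05, 23 lost significance, 15 gained it and 18 changed sign. In 13 of the first, the call changed because the fold change crossed 2, Twist1 among them. No gene whose sign changed was called in the fit reported. Col1a1 changed sign with library totals (-0.0240), upper-quartile normalization (-0.0485) and no filter (-0.00320), Col5a1 with the animal block (0.24), and Malat1 with library totals (-0.0132). With 1 library left out, log2 fold changes ran from -0.42 to 0.45 for Col1a1, from -0.16 to 0.0233 for Ctnnb1, from -0.0684 to 0.0421 for Suz12, from -0.43 to 0.0993 for Col5a1, from -0.22 to 0.36 for Malat1, and from -0.43 to 0.0648 (all-gene table) or -0.28 to 0.15 (lncRNA table) for Xist.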

Differences from the paper's values

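The paper counts 16 collagens among its differentially expressed matrisome genes, against 10 here. Of the alternatives set before the data were examined, the fit without GOF replicate 2, with 15, and edgeR's exact test, with 11, came within 1.5 times of the paper's count. The test against a fold change of 2 gave 2 and the others 6 to 10. Of those chosen after seeing the values, failed estimates kept as listed called 3 higher and 10 lower, and a correlation between cultures of one animal 3 higher and 11 lower, which is also within 1.5 times, while protein-coding genes only and a GC offset did not come within it. The paper shows about 5 collagens as higher in GOF samples in Fig. 2B, read by eye, against 1 here. None of the alternatives closed this gap, and the highest count was 3, with the animal as a replicate block or without GOF replicate 2. Failed estimates kept as listed and a correlation between cultures of one animal, both chosen after seeing the values, also gave 3.

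The paper names Twist2 among targets higher in GOF samples, where its log2 fold change was 0.64 (adjusted p = 0.116 from edgeR); only the fit without GOF replicate 2 gave it an adjusted p under 0.05, at a log2 fold change of 0.91. It names Col5a1 as up-regulated, where the value was -0.20, and no alternative called it. If that statement also covers Pdgfra, its value was -0.79. The paper reports that the groups clustered by Pearson correlation, whereas here the 2 clusters on FPKM were not the groups in either table. They were with log2(FPKM + 1) and with Spearman correlation, and in the all-gene table with protein-coding genes only, chosen after seeing the values. Fig. 1E shows more mRNAs lower than higher in GOF samples, whereas here 954 protein-coding genes were higher and 800 lower. Among all genes of the all-gene table 1034 were higher and 872 lower, and more were higher under every alternative run.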

Other observations

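The tests of GC content over all calls, of neighbouring genes, of Wincr2 and Cdkn2a and of the animal of origin were chosen only after their results had been seen, and the test of sex was narrowed to Xist, Ddx3y and Eif2s3y after the values of all 4 Y-chromosome genes had been seen.

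Each split of the 6 libraries into groups of 3 was fitted. Of the 10 splits, only the real one gave as many genes of the all-gene table past both thresholds (1 of 10), and the same held for lncRNAs (1 of 10). With 10 splits a share under 0.1 cannot be reached. The other splits called 0 or 1 gene of the all-gene table and 0 lncRNAs, with 21 to 1429 genes of the all-gene table and 4 to 142 lncRNAs at an unadjusted p under 0.05, against 5399 and 349 in the real split. Every other split puts control and GOF libraries into both groups, so real differences widen the spread within groups. Few calls there do not measure the rate of false calls. A trend with GC content is argued against as the cause of most calls, since 1853 of the called genes of the all-gene table were also called with a GC offset.

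The groups differ in virus as well as in β-catenin. Damage by Cre recombinase was tested through p53 targets, of which 7 of 30 were called higher and 1 lower, with a median log2 fold change of 0.44 (camera, adjusted p = 2.83e-04, and 1.09e-04 before adjustment), and 12 passed when adjusted over the list alone. Of the 3 most significant, Pmaip1 and Tnfrsf10b were higher, with log2 fold changes of 1.66 and 1.15, and Sesn1 was the gene called lower, with -1.09, against the direction of the list (or -0.92, under the threshold, with limma on log2(FPKM + 1)). The list did not pass with fry or with the estimated correlation. A response to Cre may therefore contribute to the lower cell cycle genes, which stabilized β-catenin may also explain, and the design does not separate them. Of 28 interferon-induced genes none was called higher, with 1 higher at an unadjusted p under 0.05, and 13 were lower, with a median log2 fold change of -1.61 (camera, adjusted p = 1.24e-06, and 3.83e-07 before adjustment). Dhx58, Stat2 and Gbp3 led them, and 19 passed when adjusted over the list alone. The median was -0.85 without Control replicate 0, and 5, 5 and 6 genes were called without GOF replicates 0, 1 and 2. A stronger interferon response in the controls, to Adenovirus-GFP, is a candidate explanation, and an effect of β-catenin on these genes stays open. The list did not pass with fry (adjusted p = 0.117).

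Sex was read from Xist and from Ddx3y and Eif2s3y, 2 of the 4 Y-chromosome genes in the list of sex genes. In 6 of 6 libraries Xist was at an FPKM of 1 or more and Ddx3y and Eif2s3y were listed at 0, which argues against a difference in sex between the groups. The other 2 Y-chromosome genes of the list were above 0 in all 6 libraries, so this reading rests on Xist and on the 2 genes listed at 0. Kdm5d lay between 0.0390 and 0.0596 FPKM in control and between 0.0283 and 0.0401 FPKM in GOF libraries, and Uty between 0.118 and 0.492 and between 0.106 and 0.322 FPKM, so neither separated the groups. Both have X-linked paralogs whose fragments could have been assigned to them, which was not tested. Since one sex is seen in all 6 libraries, a mislabelled culture cannot be told apart by sex genes. The deviations of the libraries from their group means correlated at 0.408 and 0.460 in the 2 pairs from one animal, and at most at 0.116 in the other 7 pairs, which is consistent with an effect of the animal of origin and with the animals in the labels.

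Called lncRNAs often moved with a coding gene. Of 73 that overlap a coding gene, 68 changed in its direction, against a median of 37 with random coding genes (permutation test, p = 1e-04, the smallest that 10000 draws can give). Fragments shared between overlapping genes may explain this, since the use of strand in counting is not stated. Of 21 without overlap and up to 10000 bp away, 19 did so against a median of 10 (permutation test, p = 3e-04), which shared fragments do not explain, and transcription that runs on past a gene or regulation shared by neighbours stay open. Of 28 farther away, 17 did against a median of 14 (permutation test, p = 0.2). Of 1195 lncRNAs that were not called, 751 did against a median of 598 (permutation test, p = 1e-04, again the smallest possible), so the tendency is not confined to called lncRNAs.

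Wincr2 lies downstream of Cdkn2a on its strand. Its fragments were 0.358% ± 0.180 (SD, n = 3) of those of Cdkn2a in control and 1.54% ± 0.628 (SD, n = 3) in GOF libraries (exact permutation test, two-sided p = 0.1, the smallest possible). This argues against transcription reading through from Cdkn2a at a constant share as the whole rise, while a share that changes with the condition stays open.

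Markers of other cell types moved both ways. Of the tested markers, 2 of 3 keratinocyte genes were called higher (Dsp and Perp), with none lower, and 0 lower at an unadjusted p under 0.05. For skeletal muscle 1 of 4 was higher (Acta1), and without Control replicate 0, 1 was called higher and 1 lower of 6. Of 6 endothelial genes, Esam and Kdr were higher and Tek lower (camera, adjusted p = 0.275), and Tek lost significance without GOF replicate 0 (adjusted p = 0.0855 from edgeR). Of 7 macrophage genes, Csf1r was higher (camera, adjusted p = 0.494), and without Control replicate 0, 1 was called higher and 1 lower of 9. Both tested adipocyte genes, Fabp4 and Pparg, were lower. Of 8 pericyte or smooth muscle genes, Cnn1 was higher (camera, adjusted p = 0.494), or 2 genes were called higher without GOF replicate 1. With limma on log2(FPKM + 1), Kdr (0.99) and Pparg (-0.85) had log2 fold changes under the threshold. The highest group means in each list were those of Perp (18.0 FPKM), Acta1 (149.7 FPKM), Kdr (2.34 FPKM), Lyz2 (13.6 FPKM), Fabp4 (7.92 FPKM) and Acta2 (2389 FPKM). No cell type was inferred from them.

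Genes with failed estimates are listed at 0 in one group only in 7 cases for GOF libraries and 3 for control libraries. Actb, a reference gene of the paper's qPCR, and Col12a1 are among the former and Postn among the latter, named after their values were seen. Kept as zeros, they would be called lower or higher. Rpl32, another qPCR reference gene, had a log2 fold change of -0.48 (adjusted p = 0.176 from edgeR), with adjusted p from 0.0419, with the animal as a replicate block, to 0.420 in the alternatives.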
